# Genome-wide association study finds multiple loci associated with intraocular pressure in HS rats

**DOI:** 10.3389/fgene.2022.1029058

**Published:** 2023-01-30

**Authors:** Samuel Fowler, Tengfei Wang, Daniel Munro, Aman Kumar, Apurva S. Chitre, T. J. Hollingsworth, Angel Garcia Martinez, Celine L. St. Pierre, Hannah Bimschleger, Jianjun Gao, Riyan Cheng, Pejman Mohammadi, Hao Chen, Abraham A. Palmer, Oksana Polesskaya, Monica M. Jablonski

**Keywords:** genome-wide association study, intraocular pressure, primary open angle glaucoma, heterogeneous stock rats, eQTL analysis

## Abstract

Elevated intraocular pressure (IOP) is influenced by environmental and genetic factors. Increased IOP is a major risk factor for most types of glaucoma, including primary open angle glaucoma (POAG). Investigating the genetic basis of IOP may lead to a better understanding of the molecular mechanisms of POAG. The goal of this study was to identify genetic loci involved in regulating IOP using outbred heterogeneous stock (HS) rats. HS rats are a multigenerational outbred population derived from eight inbred strains that have been fully sequenced. This population is ideal for a genome-wide association study (GWAS) owing to the accumulated recombinations among well-defined haplotypes, the relatively high allele frequencies, the accessibility to a large collection of tissue samples, and the large allelic effect size compared to human studies. Both male and female HS rats (N = 1,812) were used in the study. Genotyping-by-sequencing was used to obtain ∼3.5 million single nucleotide polymorphisms (SNP) from each individual. SNP heritability for IOP in HS rats was 0.32, which agrees with other studies. We performed a GWAS for the IOP phenotype using a linear mixed model and used permutation to determine a genome-wide significance threshold. We identified three genome-wide significant loci for IOP on chromosomes 1, 5, and 16. Next, we sequenced the mRNA of 51 whole eye samples to find cis-eQTLs to aid in identification of candidate genes. We report 5 candidate genes within those loci: Tyr, Ctsc, Plekhf2, Ndufaf6 and Angpt2. Tyr, Ndufaf6 and Angpt2 genes have been previously implicated by human GWAS of IOP-related conditions. Ctsc and Plekhf2 genes represent novel findings that may provide new insight into the molecular basis of IOP. This study highlights the efficacy of HS rats for investigating the genetics of elevated IOP and identifying potential candidate genes for future functional testing.

## 1 Introduction

Intraocular pressure (IOP) is a complex trait that is controlled by genetic and environmental factors. IOP equilibrium is achieved by the balance between production and drainage of aqueous humor. The ciliary epithelium lining the processes of the ciliary body secretes aqueous humor that enters the posterior chamber. Two pathways at the anterior chamber angle mediate the passive flow of aqueous humor from the eye. Overlying Schlemm’s canal (SC), the trabecular meshwork (TM) regulates the outflow of aqueous humor as part of the conventional route and is the primary outflow pathway (Gong et al., 1996). A fraction of aqueous outflow may travel *via* an ‘unconventional route’ that includes the ciliary muscle, supraciliary and suprachoroidal spaces and drains *via* the uveoscleral pathway (Bill, 1965). In the healthy eye, flow of aqueous humor against resistance generates an average IOP of approximately 15 mmHg (Millar, 1995). In primary open angle glaucoma (POAG), IOP becomes elevated, correlating with increased outflow resistance. Elevated IOP can cause optic nerve damage and vision loss in the majority of patients. Importantly, IOP is the only known modifiable risk factor for POAG. However, the genetic predisposition for elevated IOP remains poorly understood (Youngblood et al., 2019; Qassim et al., 2020). As a result, POAG remains the leading cause of irreversible, progressive vision loss across the globe. The number of people affected worldwide is believed to have reached 52.7–65 million in 2020 (Tham et al., 2014; Kapetanakis et al., 2016), which has led to an interest in identifying the specific players in this disease for the potential development of new targeted treatments.

Genome-wide association studies (GWAS) provide a strategy for discovering new genes involved in the progression of POAG by identification of genomic regions that harbor variants responsible for the variation in IOP. Many GWAS are performed in humans (MacGregor et al., 2018; Huang et al., 2019; Faro et al., 2021; Simcoe et al., 2022), however, it is difficult to perform studies in humans that further investigate how polymorphisms found in humans influence IOP. GWAS in heterogeneous stock (HS) rats provide a complementary approach that is more amenable to follow-up studies. Histologically, rats and humans share similar anatomical and developmental characteristics of the aqueous outflow pathway (Chen et al., 2016) making them an ideal model on which to study the pathophysiology of POAG.

Outbred HS rats were created by crossing eight inbred founder strains that have been fully sequenced, and thereafter maintaining them as an outbred population (Solberg Woods and Palmer, 2019); this study was performed using HS rats from the 73rd to 80th generations (Hansen and Spuhler, 1984; Chitre et al., 2020). The use of HS rats to study naturally occurring variations of IOP is beneficial in several ways. Numerous studies have demonstrated that phenotypic variation in humans is associated with both common and rare variants of varying effects (Cooke Bailey et al., 2020; Craig et al., 2020; Gharahkhani et al., 2021). In HS rats, all variants are common, due to the design of this population, which allows the identification of associated variants using smaller sample sizes than those required for human GWAS. Furthermore, humans are exposed to very different environmental variables that may influence IOP whereas HS rats have extremely similar environmental exposures. In addition, allelic effect sizes in model organisms are often larger than in humans and therefore can be detected with a smaller sample size (Flint and Mackay, 2009). Finally, tissue for phenotyping and gene expression studies can be easily collected from HS rats. The aim of this study was to perform a GWAS in the HS rat population to identify genomic regions that harbor variants responsible for the variation in IOP.

## 2 Materials and methods

### 2.1 Study design

The 1,812 male and female HS rats that were used for this study were a part of a large project focused on the behavioral genetics of nicotine addiction (ratgenes.org/research-projects/rp2/; (Wang et al., 2018). We used two groups of HS rats: the older breeders that did not undergo any behavioral testing (Breeders cohort) and younger rats that underwent a battery of the behavioral tests, including brief nicotine exposure (Behavioral testing cohort). The Breeder cohort contained 733 rats with an average age of 170.1 ± 47.1 days, the Behavioral Testing cohort contained 1,079 rats with an average age of 66.4 ± 8.8 days (Table 1; Figure 1). IOP data was collected 10 days after behavioral testing was completed, allowing for any residual nicotine to be cleared. This study design allowed us to take advantage of the fact that the rats have been already genotyped and provided an important ethical advantage by using these animal subjects more judiciously.

**TABLE 1:** Description of two cohorts of HS rats used to measure IOP.

Cohort	Males	Females	Total	Age, days (mean +SD)	Manipulations
Behavioral testing	543	536	1,079	66.4 + 8.8	The rats were tested for multiple behaviors and were exposed to nicotine *via* self-administration for 12 days. IOP was measured 10 days after the final dose of nicotine
Breeder	363	370	733	170.1 + 47.1	Female breeders had one, sometimes two litters, and were never exposed to nicotine

**FIGURE 1:**
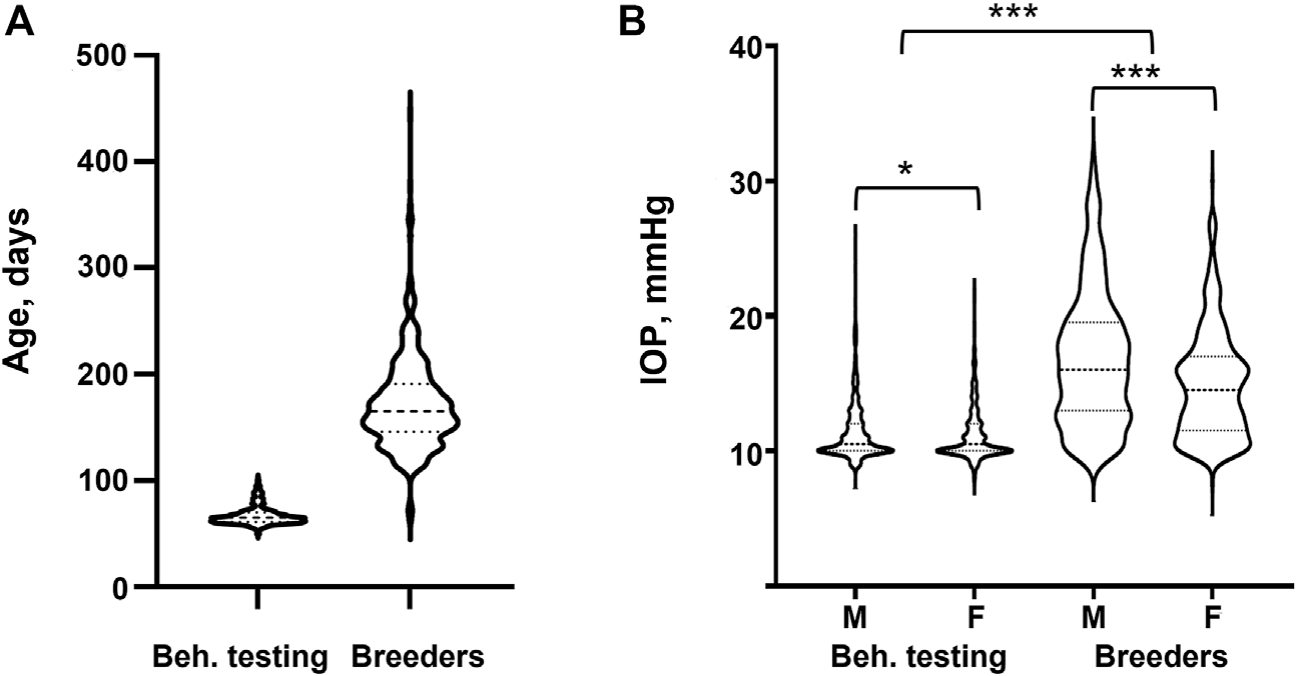
IOP in different experimental cohorts. **(A)** Age distribution for the Behavioral testing (N = 1,079) and Breeder (N = 733) cohorts. **(B)** IOP values for Behavioral testing and Breeder cohorts separated by sex. Statistical difference between sexes was tested with two-tailed *t*-test, statistical difference between Behavioral testing and Breeder cohorts was tested with Welch’s *t*-test. *denotes *p*-value <0.05, *** denotes *p*-value <0.001.

### 2.2 Animals

The NIH heterogeneous stock outbred rats (HS rats) were obtained from the NMcwi:HS colony (RGD Cat# RGD_13673907, RRID:RGD_RGD_13673907). The HS rats were derived from eight inbred rat strains (ACI/N, BN/SsN, BUF/N, F344/N, M520/N, MR/N, WKY/N and WN/N) and have been maintained as an outbred population since 1984 (Hansen and Spuhler, 1984). The rats for this work were derived from generations 73 to 80. Breeders were given *ad libitum* access to the Teklad 5010 diet (Envigo, Madison, WI). Between 2014 and 2017, 16 batches of 50 HS rats per batch (25 males and 25 females) were sent to the University of Tennessee Health Science Center (UTHSC) at 3–6 weeks of age. These rats were then bred at UTHSC to generate offspring. Eighty-six rats were pregnant, and 26 rats were nursing during the time interval that IOP (mmHg) measurements were taken. IOP in pregnant rats (15.2 ± 4.41 mmHg) was lower than in age-matched controls (15.8 ± 5.24 mmHg). A Mann-Whitney test indicated that there was no significant difference between these groups (*p* = 0.5551; Supplementary Figure S1A). Mean IOP in nursing rats (13.9 ± 3.78 mmHg) was lower than in age-matched controls (15.5 ± 4.36 mmHg). A Mann-Whitney test indicated that there was no significant difference between these groups (*p* = 0.0501; Supplementary Figure S1B). At UTHSC, HS rats were fed the Teklad Irradiated LM-485 Mouse/Rat Diet (Envigo, Madison, WI). The rats’ offspring born at UTHSC were exposed to a battery of behavioral tests and were allowed to self-administer nicotine for 2.5 h per day over the course of 12 days (Wang et al., 2018). A Pearson correlation was performed between IOP and total nicotine infusions received by subjects. There was a negligible correlation between the two variables and the relationship was not significant (r^2^ = 0.004, *p*-value = 0.06, N = 1079).

### 2.3 IOP measurement

IOP was measured using an Icare^®^ TONOLAB tonometer (Icare, Finland). Rats were lightly anesthetized using isoflurane and then placed on a flat platform. The height of the platform was adjusted so that the center of the cornea was at the same height as the tip of the tonometer. Three consecutive measures of IOP were taken, with the maximum differences between these measures being no larger than 2 mmHg. In addition, we required the ratio of IOP from two eyes to be smaller than 1.7. Rats were given 10 min to rest prior to retesting if either of these requirements was not met. The phenotype used for analysis was the average of those three measurements. Both eyes were measured and the mean between the two eyes was used in the association analysis. This process was performed in the same way by the same technician for each rat to improve the consistency of readings.

### 2.4 Genotyping

Genotypes for all rats were determined using genotyping-by-sequencing, as described previously (Gileta et al., 2020). The number of single nucleotide polymorphisms (SNPs) that were called before the imputation was 125,686, and the number of SNP that were called as a result of imputation and application quality filters was 3,513,494, with an estimated error rate <1%. Variants for X- and Y-chromosomes were not called for technical reasons. We removed SNPs with MAF <0.005, a post-imputation genotyping rate <90%, and SNPs that violated HWE with P < 1 × 10−10, as described in in detail previously (Chitre et al., 2020; Gileta et al., 2020).

### 2.5 Heritability estimate

IOP was quantile normalized separately for males and females. Age was identified as a significant covariate for the breeders because it accounted for 3.11% of the variance. The SNP heritability (proportion of variance attributable to SNPs that were called in this population) was estimated using genome-wide complex trait analysis-genome-based restricted maximum likelihood (GCTA-GREML) software (Yang et al., 2011).

### 2.6 Genome-wide association study (GWAS)

GWAS analysis was performed using Genome-Wide Efficient Mixed Model Association (GEMMA) software (Wang et al., 2016) using RGD gene dataset. Before performing GWAS, the phenotypic data was processed as follows. Each trait within a research site was quantile normalized separately for males and females. We then tested whether age explained >2% of the variance. In Breeder cohort age explained 3.11% of variance, and was regressed out, and residuals were used for further analysis. In Behavioral testing cohort age explained <2% of the variance. Residuals were then quantile normalized again, after which the data for each sex and cohort were pooled prior to further analysis. We did not regress out the number of nicotine infusions and pregnancy or nursing status because these groups were not significantly different, as described in “Animals” section. To account for relatedness between individuals in the HS rat population, we used a linear mixed model which can incorporate a genetic relationship matrix that models the covariance of genotypes and phenotypes among related individuals. To avoid proximal contamination, we used the “Leave One Chromosome Out” (LOCO) method (Cheng et al., 2013; Gonzales et al., 2018). To control type I error, we estimated the significance threshold by a permutation test, as described in (Cheng and Palmer, 2013). The 3.5M SNP set was LD-pruned at r^2^ < 0.99, which removed redundant SNPs to reduce computational load without impacting results. The genotype data was randomly shuffled by assigning genotype to a different individual. This random assignment scrambled the relationship between phenotype a genotype but preserved the structure within each individual genotype. GWAS was performed on the permuted data, and the maximum of the -log_10_ (*p*-values) was recorded. This step was repeated 2,500 times. The thresholds at the genome-wide significance levels 0.05 and 0.1 were respectively estimated by 95% and 90% quantiles of the 2,500 recorded maxima. The genome-wide significance threshold at the 0.1 level was -log_10_ *p* = 5.67, and at the 0.05 level was -log_10_ *p* = 5.95. The criteria for selection of QTLs were dependent on a SNP exceeding the significance threshold with support by at least one additional SNP within 0.5 Mb that had a *p*-value within [2 – log_10_(*p*)] units of the index SNP (Chitre et al., 2020). Regional association plots were produced using LocusZoom software (Pruim et al., 2010) using RefSeq gene dataset. The LocusZoom regional association plots show only genes from Refseq, however we also consider genes listed in the Rat Genome Database in our analysis.

### 2.7 RNA-seq

Whole eyes from 53 rats (one eye per rat) were frozen immediately after each rat was killed and stored at -80 °C until RNA could be extracted. During RNA extraction, eyes were first thawed to room temperature and extraocular muscles were carefully removed. RNA was extracted using the Qiagen RNeasy Midi kit following the manufacturer’s instructions. Libraries were then constructed for sequencing (150 bp paired-end reads) using the Illumina NovaSeq instrument by Novogen, Inc. using the manufacturer’s protocol. This produced an average of 29.6 million read pairs per individual (standard deviation 10.1 million).

### 2.8 Expression quantitative trait loci (eQTLs)

Paired-end RNA-Seq libraries for 53 rat eyes were aligned to the Rnor_6.0 genome using Spliced Transcripts Alignment to a Reference (STAR) (Dobin et al., 2013). Samples were aligned in two passes employing novel splice junctions identified in the first pass to improve alignments. The RNA-seq samples were tested for mismatches with their genotypes by inferring genotypes from RNA-seq reads and comparing them to DNA genotypes. The set of SNPs lying within exons and with MAF ≥ 0.2 and <10% missing values were selected from the DNA genotypes. Genotypes at these SNPs were also inferred from RNA-seq samples by counting alleles in the RNA sequences using GATK ASEReadCounter. The similarity between the genotypes from the DNA genotyping pipeline and those inferred from the RNA was computed for each rat (McKenna et al., 2010). We compared the RNA-inferred genotype from each rat to the DNA genotype of all other rats in the same manner and found that 11 of the mismatched RNA samples were a strong match to a different DNA genotype, none of which already had a match, and could be recovered simply by relabeling the RNA samples, while the remaining two RNA samples had no high-similarity match in the DNA genotypes. Using these corrected RNA-seq/genotype pairs and removing the two remaining mismatches, we continued with 51 rat eye samples. 

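Of the 51 eyes, 40 kept their original label and 11 carry a corrected label. For 8 of these 11, the original label is now carried by another of the 11. Between the relabelled and the other eyes, 0 of 13844 genes passed an adjusted p of 0.05 in limma's moderated test with Benjamini-Hochberg adjustment, and 795 had an unadjusted p under 0.05. In counts simulated for this comparison over these 13844 genes, the test recovered 91% of 100 genes changed by 1.5-fold. It called 15 unchanged genes. Among 100 splits of the real eyes into groups of these sizes, another split called 2111 genes. The simulated recovery may therefore not hold in the real eyes, and the absence of calls does not exclude a difference. Pearson's r between the log2 values of any 2 eyes ran from 0.851 to 0.984, with a median of 0.949, so no library appeared more than once.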

Gene expression was quantified using RSEM, and transcripts per million values were normalized using inverse normal transformation (Li and Dewey, 2011). 

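Much of the variation in expression between the eyes was shared by many genes. Of the 8 genes of Table 3 that could be paired, tyrosinase (Tyr), which begins melanin synthesis, had 90.8% of its variance on the first 20 principal components of expression, Tmem135, a transmembrane protein gene, 89.2% and the small GTPase gene Rab38 49.3%. With 5 components the shares were 31.5%, 79.5% and 20.7%, so their order depends on that number. For the median of the 20190 genes above 0 in any eye the share was 70.8%, against 40% for values unrelated to the components, and with 5 components it was 37.1%. The first component held 18.5% of all variance, the next 12.0%, and the 20 together 71.8%. These components were computed here from inverse normal values of scaled expected counts, and the genotype components were not used here.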

The first five principal components computed from the genotypes and the first 20 principal components computed from the gene expression data were used as covariates. cis-eQTL mapping was performed using tensorQTL with a cis-window size of ± 0.5 Mb (Taylor-Weiner et al., 2019). The per-gene significance thresholds were computed by tensorQTL from data permutations, and false discovery rate (FDR) testing was performed across all genes using a q-value cutoff of 0.05. We also ran tensorQTL in cis nominal mode with larger cis-window sizes for genes of interest to obtain nominal *p*-values for all SNPs in the plotted regions.

## 3 Results

### 3.1 IOP differences in demographic groups

There was a significant difference in IOP between the Behavioral testing cohort and the Breeders cohort. Subcohort analyses revealed that males had significantly higher IOP than females in both cohorts (Table 2; Figure 1). We then quantile-normalized IOP data separately for males and females within each cohort. Combining both cohorts and including both males and females allowed us to increase the power for the subsequent genetic analysis.

**TABLE 2:** IOP (mmHg) in different experimental cohorts.

Cohort	Females			Males		
	N	Avg (mmHg)	std	N	Avg (mmHg)	std
Behavioral testing	536	11.2	2.05	543	11.5	2.44
Breeders	370	14.9	4.00	363	16.8	5.01

### 3.2 Heritability

The SNP heritability estimate for IOP was 0.317 + 0.032. The SNP heritability is expected to be somewhat lower than heritability estimated in twin studies or by using inbred strains. Heritability of IOP reported in human studies ranges from 0.39 to 0.64 (Chang et al., 2005; Carbonaro et al., 2009; Renard et al., 2010), heritability estimated using BXD mouse strains was 0.31 and 0.35 (Chintalapudi et al., 2017; King et al., 2018).

### 3.3 GWAS

Using the combined cohort of 1,812 rats, we performed a GWAS and identified three genome-wide significant loci for IOP located on chromosomes 1, 5, and 16 (Figure 2). Top SNP positions and -log_10_(*p*) values are: chr1:151709252, -log_10_(*p*) = 6.000; chr5:23768259, -log_10_(*p*) = 6.742; chr16:76528844, -log_10_(*p*) = 9.221. The QQ plot is shown in Supplementary Figure S5. The inflation factor was 1.405. The inflation of the QQ plot (Supplementary Figure S5) could be due to cryptic relatedness and population stratification or true polygenic signal spread across regions of high LD. We have previously demonstrated that our methods effectively control for population structure (Gonzales et al., 2018; Gileta et al., 2022).

**FIGURE 2:**
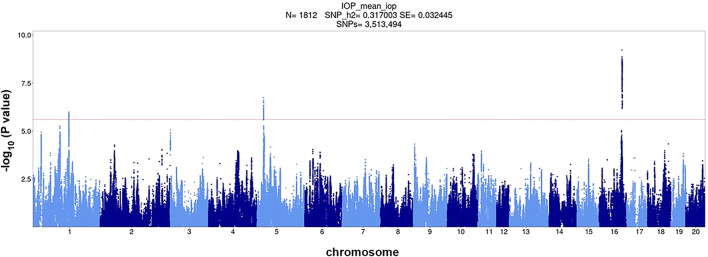
Association of ∼3.5 million SNPs with IOP measured in 1,812 HS rats. The red horizontal line corresponds to genome-wide significance level 0.1 (−log_10_ *p* = 5.67) the dashed red horizontal line corresponds to genome-wide significance level 0.05 (−log_10_ *p* = 5.95) as determined by permutation analysis.

### 3.4 eQTLs

We performed eQTL analysis using 51 rat eye samples. 

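Each sample is a bulk RNA-seq library of a whole eye from a different rat, so its values mix the RNA of retina, lens, cornea and the other tissues of the eye. The values the authors deposited are log2 of the RSEM expected count plus 1 for 32576 genes on Rnor_6.0, with no scaling between eyes. RSEM estimates how many fragments come from each gene and divides those that fit several genes. These counts are not divided by transcript length, so levels compared between genes here are levels of fragments. Undoing the log2 gave 9109084 to 42146827 expected counts per eye, with a median of 16193478 and a mean of 17290265 (SD 6004435, n = 51). The paper's stated depth is 29.6 (SD 10.1) read pairs per rat in units of 1000000, and the values given here use the expected counts. In 3 eyes the sum was 34999539 or more, and in the other eyes it was at most 23740267. For the analyses, each eye was scaled to a total of 1000000 counts, written as CPM, and taken as log2 of CPM plus 1, which narrows differences at low levels. Of the 32576 genes, 12386 were at 0 in every eye and 13844 had a median of at least 1 CPM. A count of 0 allows up to 3 counts, which is 0.0712 CPM in the deepest eye, 0.329 CPM in the shallowest and 0.0034 CPM over all 51, for counting error only. Gene names were taken from the start positions in Table S1, where each of 778 genes matched a single deposited gene, and in Table 3, where 8 of 12 genes had a single deposited gene start within 500 bp. Genotypes were not used here, so no association with a SNP was recomputed.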

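The cis-eQTL genes listed in Table S1 came mostly from the well expressed part of the eye transcriptome, with a median of 27.2 CPM. Some of them ranged from absent to well expressed between eyes. Galnt12, a glycosyltransferase gene with the next to smallest p in the paper's table, ranged from 0 in 10 eyes to 29.3 CPM. Cd68, a lysosomal protein of macrophages, was at 0 in 1 eye and at 0.537 to 15.5 CPM in the others, and Lcn2, which encodes lipocalin 2 and has the largest allelic fold change in the paper's table below the cap of the estimate, ranged from 0 in 4 eyes to 43.4 CPM. Fam111a, among the 10 genes with the smallest p, ranged from 0 to 226 CPM. Some others of these 10 moved less, such as the cell surface proteoglycan gene Sdc4, from 69.5 to 192 CPM, and the circadian clock gene Cry2, from 124 to 320 CPM. Hist2h4a, a histone H4 gene with the smallest p, had a median of 1.10 CPM, and reads of histone genes may be divided between near-identical copies. Among autosomal genes with a median of at least 1 CPM, the median log2 level of the 700 listed genes was 0.52 above that of the others (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Over all autosomal genes the difference was 4.65, but 11437 of the others were at 0 in every eye and could not have been called, and over those above 0 in any eye, a background chosen after seeing the data, it was 1.54. The SD between eyes rose across the 778 genes with the SD that the paper's allelic fold change and allele frequency imply (Spearman's rho = 0.57). For 120 genes the implied SD was above the observed SD, and 76 of these had a median under 1 CPM, but the count was 19 with a pseudocount of 0.1 and 2 on the values as deposited. Neighbouring cis-eQTL genes with like allele frequencies moved together or apart as the paper's slopes say: after removing 20 expression components, the sign of Pearson's r matched the product of the slopes in 98 of 99 pairs. In pairs on different chromosomes it matched in 49.8%, and without removing components it matched in 69 of the 99. The 99 pairs hold 116 genes, with up to 7 pairs for 1 gene, and fall into 49 groups that share no gene, of which 48 matched in every pair. LOC100912590 and Gtpbp6, a GTP-binding protein gene, hold identical values, and without this pair the count is 97 of 98. The slopes and fold changes were fitted on these same eyes, so a match of signs and a rise of the SD are largely built in, and neither is a test in other animals.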

We identified 778 cis-eQTLs that are listed in Supplementary Table S1. The data presented in this table can also be viewed and explored in the RatGTEx portal (ratgtex.org). Note that this portal is a resource that enables comparing gene expression in the eye with expression data for other tissues that have been produced by other researchers: for example, expression in several brain areas. Table 3 shows expression association for the genes that are located in QTL regions identified by the GWAS analysis described in this paper. 

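Expression of the 8 genes of Table 3 that could be paired differed widely in level, as fragment counts not corrected for transcript length. Plekhf2, which encodes an endosomal protein, was highest at 86.7 ± 15.2 CPM (SD, n = 51), and Tmem135 followed at 42.9 ± 9.65 CPM. Cathepsin C (Ctsc), a lysosomal protease, stood at 20.7 ± 5.63 CPM and Tyr at 15.9 ± 10.9 CPM. Angpt2, which encodes a ligand of the TEK receptor, was at 7.47 ± 2.19 CPM and Rab38 at 4.97 ± 2.14 CPM. Ndufaf6, an assembly factor of mitochondrial complex I, was at 3.53 ± 0.964 CPM and Mcph1, the microcephalin gene, at 3.33 ± 1.33 CPM. Of 28 pairs among these genes, 4 were correlated across eyes at an adjusted p under 0.05, each positively. Tyr and Ctsc rose together (Pearson's r = 0.56, permutation p = 1e-05, the smallest possible, adjusted p = 0.00028). Their Spearman's rho was 0.62 (permutation p = 1e-05), r was 0.56 without the 2 eyes farthest from the median of Tyr, 0.64 in the 39 eyes whose tags share the most common prefix and 0.48 in the other 12. After removing 20 expression components, an alternative chosen after seeing the data, r was 0.32 (adjusted p = 0.159), so the call does not hold there. Ndufaf6 and Angpt2 had r = 0.37 (permutation p = 0.00662, adjusted p = 0.0463) and rho = 0.31 (permutation p = 0.0261, adjusted p = 0.138), so the call does not hold on ranks. For this pair r was 0.26 without the 2 eyes farthest from the median of Ndufaf6, 0.29 and 0.72 in the 39 and the 12 eyes, and 0.43 after removing components (adjusted p = 0.0221). Removing components also brought 2 negative calls, Tyr with Plekhf2 (r = -0.46, against -0.19 before) and Ctsc with Plekhf2 (r = -0.42, against 0.08), each with an adjusted p of 0.0221. On the 29 degrees of freedom that the components leave, 0 of the 28 pairs passed (smallest adjusted p = 0.166). LOC102555924 and Csmd1 had no gene start within 500 bp and are not analysed here.

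**Figure D1:**
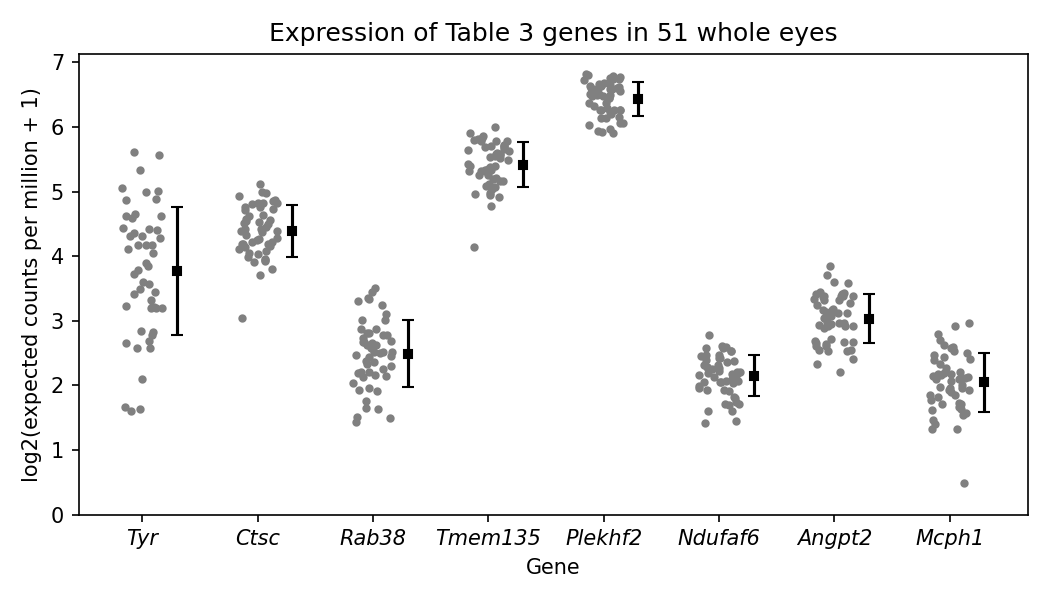
Expression of the 8 paired Table 3 genes in 51 whole eyes. The y-axis is log2 of CPM plus 1, each grey point is an eye, and each black square with its bar is the mean and SD, which is widest for Tyr at 0.99.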

Supplementary Figures S2–4 show association of expression of genes, located in each QTL, with genotypes.

**TABLE 3:** Association of gene expression with genotypes in QTLs located on chromosomes 1, 5, and 16. These genes are located within the LD region that is defined as r^2^ > 0.6 with the top SNP for each QTL. Genes that have cis-eQTL are bolded. *denotes genes that lie just outside the interval of interest, but are included because of supporting evidence from prior publications.

Gene name	**eQTL top SNP**	**TSS position, bp**	**Log2 of Effect size**	-log_10_(*p*)	-log_10_(*p*) **threshold**
*Tyr*	chr1:151274936	151,106,802	-0.649	2.11	3.28
*Grm5*	chr1:151188824	151,207,846	-0.502	1.72	3.42
***Ctsc***	chr1:151908338	151,918,514	0.117	3.51	3.37
*Rab38*	chr1:152014155	152,072,716	-0.158	1.42	3.45
*Tmem135*	chr1:152688130	153,096,225	0.210	0.63	3.61
*MGC94199*	chr5:23536473	23,358,464	6.644	1.25	3.68
*LOC102555924*	chr5:24663199	24,230,769	1.005	0.84	3.46
*Plekhf2*	chr5:24082110	24,255,922	-0.264	3.38	3.50
Ndufaf6*	chr5:24227315	24,320,804	-0.516	2.38	3.52
***Angpt2*** *	chr16:75564376	75,966,480	-0.483	3.62	3.62
*Mcph1*	chr16:76216277	76,110,624	1.361	2.72	3.64
*Csmd1*	chr16:78525074	77,152,823	-0.112	0.72	3.48

### 3.5 Candidate gene identification

To identify candidate genes within each QTL, we considered several criteria: whether the gene was located within an interval that contains SNP in a high LD with the top SNP (r^2^ > 0.6), the presence of moderate or high impact variants located within the gene, as predicted by SnpEff (Cingolani et al., 2012), and the presence of a significant cis-eQTL detected in the eye.

Chromosome 1 contained a genome-wide significant locus with the top SNP located at position 151,709,252 bp with -log_10_(*p*) = 6.0 (Figure 3). The interval of high LD (r^2^ with the top SNP >0.6) spanned from 151,096,891 to 152,730,623 bp. This region includes four genes: tyrosinase (Tyr), glutamate metabotropic receptor 5 (Grm5), cathepsin C (Ctsc), and Ras-related protein Rab 38 (Rab38) as well as four uncharacterized genes: LOC102554680, LOC102555105, LOC102555017, and LOC365305 that are not shown on Figure 3. 

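Ctsc was expressed in all 51 eyes, from 7.20 CPM in 1 eye, and 12.0 CPM in the next, to 33.5 CPM. Its start lies at 151918571 on chromosome 1 of Rnor_6.0. The SD between eyes was 0.40 on the log2 scale, above that of 76.5% of the 200 genes nearest in level, and 78.9% of its variance lay on the 20 expression components, and 20.9% on the first 5. Of the 6 deposited gene starts in the high LD interval, 4 had a median of at least 1 CPM, among them Ctsc, Tyr and Rab38.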

Ctsc is the only gene where the association between expression level and genetic variants exceeds the significance threshold (Table 3, Supplementary Figure S2A). The top SNP for the Ctsc eQTL is in strong linkage disequilibrium with the top SNP of the QTL (r^2^ = 0.985), providing supporting evidence for Ctsc being a candidate gene. Detailed cis-eQTL data for Ctsc and other genes in this region is shown in Supplementary Figure S2A. The Tyr gene is also located within the high LD region. Our eQTL data did not support Tyr as a candidate gene because the Tyr gene expression is not associated with genotypes in this region (Table 3). However, the Tyr gene contains high-impact coding and has a well-characterized variant C- > T at position 151,097,606, that changes amino acid 299 from Arg to His. This modification changes the functionality of the tyrosinase protein, rendering it dysfunctional and causing the albino phenotype (Kuramoto et al., 2012). 

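Tyr was the most variable of the paired Table 3 genes, from 2.04 to 47.7 CPM, a 23.4-fold range. Its SD was above that of 97.5% of the 200 genes nearest in level. Tyr rose and fell with lumican (Lum), a proteoglycan gene of the cornea and other connective tissue (Pearson's r = 0.59, permutation p = 2e-05, adjusted p = 0.00071 over 71 relations of Table 3 genes with gene lists). Spearman's rho was 0.61 (permutation p = 1e-05), and r was 0.54 without the 2 eyes farthest from the median of Lum. Within the eyes of the most common tag prefix r was 0.60, and within the others 0.57, but after removing 20 expression components, chosen after seeing the data, it was 0.19 (adjusted p = 0.628). Tyr and Cd68 then had r = 0.54 (adjusted p = 0.00355), against 0.13 before, and an adjusted p of 0.117 on the 29 degrees of freedom that the components leave. The paper's p for Tyr in Table 3 corresponds to 26.0% of the variance left after covariates, and the threshold to 40.02%. This p is that of the top SNP in the window, so a share below the threshold can arise without a true effect.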

High LD (r^2^ = 0.91) between the Tyr C/T variant at 151,097,606 and the QTL top SNP supports the possibility that this variant is causal for the QTL on chromosome 1. In addition, the effect plot suggests that IOP tends to be higher in rats with the genotype TT than in rats with either genotype CC or CT (Supplementary Figure S2B), although this difference is not statistically significant. Together, these data suggest that Tyr is a candidate gene for IOP. 

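Rab38, a small GTPase needed for melanosome formation, was above 0 in all 51 eyes, from 1.71 to 10.4 CPM. Its start lies at 152072665 on chromosome 1 of Rnor_6.0. Rab38 rose with Ctsc (Pearson's r = 0.50, permutation p = 0.00021, adjusted p = 0.00196 over 28 pairs). Spearman's rho was 0.53 (permutation p = 7e-05), r was 0.45 without the 2 eyes farthest from the median of Ctsc, and 0.54 and 0.41 in the 39 and 12 eyes of either group of tags. After removing 20 expression components, chosen after seeing the data, r was 0.17 (adjusted p = 0.502). The SD of Rab38 on the log2 scale was 0.52, above that of 60.5% of the 200 genes nearest in level. The paper's p for Rab38 corresponds to 16.7% of the residual variance, against 41.9% at its threshold. For Grm5, a glutamate receptor gene, no deposited gene start lies within 500 bp of the paper's position, and its expression is not analysed here.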

Grm5 and Rab38 are also located in the high LD region but they do not have cis-eQTLs in this chromosomal area (Table 3, Supplementary Figure S2A) and they do not contain high-impact coding SNPs, therefore they were not selected as candidate genes.

**FIGURE 3:**
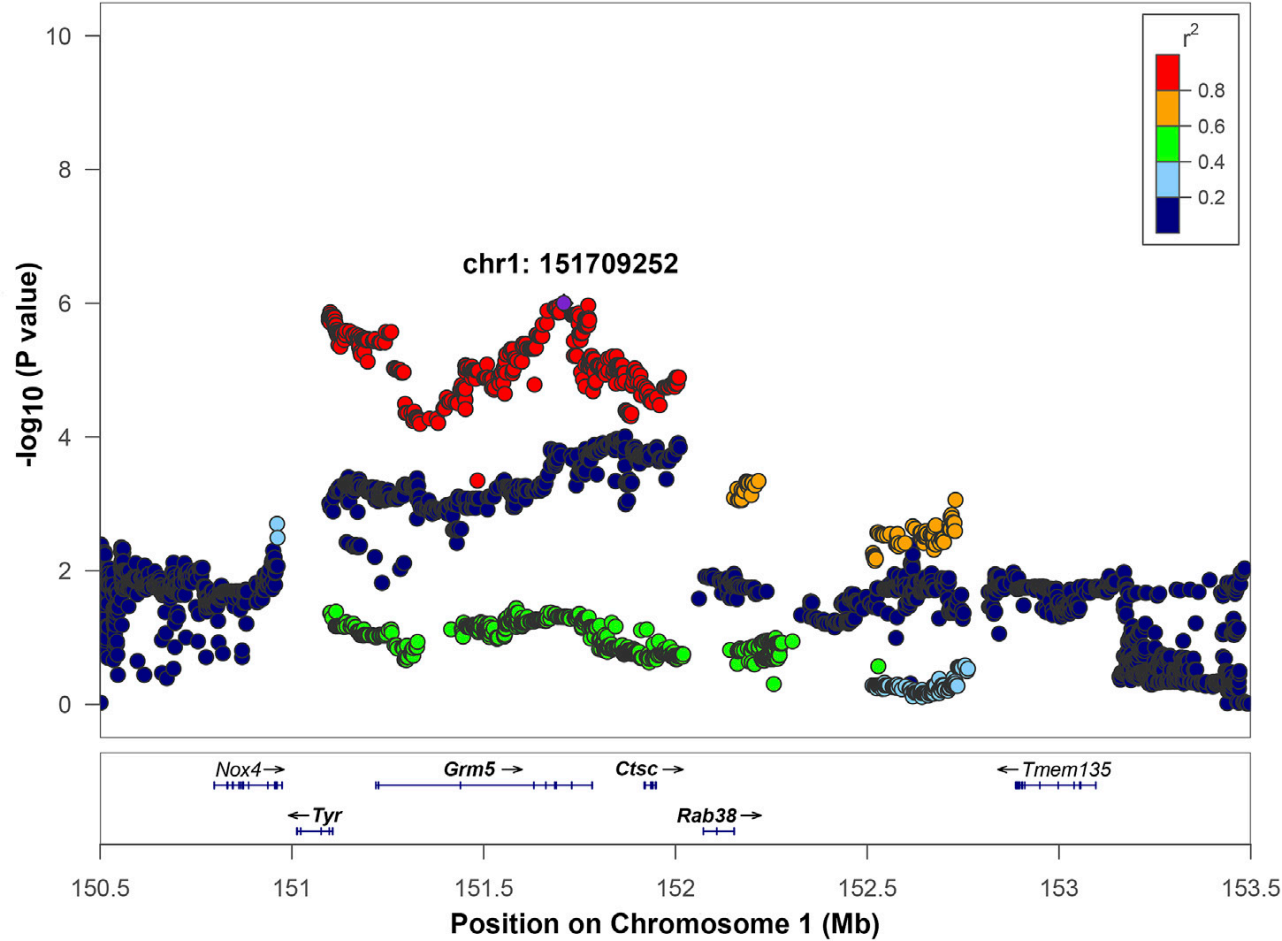
Regional association plot for QTL on chromosome 1. The *x*-axis shows the chromosomal position. The SNP with the lowest *p*-value (“top SNP”) is shown in purple, and its chromosomal position is indicated on the plot. The color of the dots indicates the level of linkage disequilibrium (LD) of each SNP with the top SNP, as measured by correlation. The bottom panel indicates the genes in the region, as annotated by the NCBI Reference Sequence Database. Genes that are bolded (*Tyr*, *Grm5*, *Ctsc*, *Rab38*) are located in the interval of high LD of the top SNP based on a r^2^ > 0.6 window.

Chromosome 5 contained a genome wide significant locus with the top SNP located at position 23,768,259 bp, -log_10_(*p*) = 6.742 (Figure 4). The LD interval of interest range was 23,426,708 to 24,262,026 bp based on a 0.6 r^2^ window. This region includes two genes: *MGC94199* and pleckstrin homology and FYVE domain containing 2 (Plekhf2). Also, it contains one tRNA gene: Trnas-aga2 and four uncharacterized genes: LOC679087, LOC100360939, LOC102555924, and LOC108350932 that are not shown on Figure 4. The regional association plot for chromosome 5 is shown on Figure 4 with other genes labeled within the range from 23–26 Mb containing the IOP QTL. *MGC94199* does not have supporting cis-eQTL. 

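Expression of MGC94199 is uncertain in these data, since a pair of deposited gene starts lies within 500 bp of the paper's position on chromosome 5 of Rnor_6.0. The nearer, 88 bp away, was at 0 in all 51 eyes. The other, 377 bp away, was under 1 expected count in 31 eyes and between 41.5 and 344 in the other 20. All of its counts from 1 to 200 lay more than 0.01 from a whole number, as happens where RSEM divides fragments between similar sequences.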

Association analysis for Plekhf2 expression shows that nominal *p*-value for cis-eQTL is close to the threshold (Table 3, Supplementary Figure S3). 

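Plekhf2 was well expressed, from 59.0 to 111 CPM in 51 eyes, a 1.89-fold range. Its start lies at 24255606 on chromosome 5 of Rnor_6.0. The SD was 0.26 on the log2 scale, above that of 48% of the 200 genes nearest in level. Plekhf2 rose with Tmem135 (Pearson's r = 0.57, permutation p = 3e-05, adjusted p = 0.00042 over 28 pairs), with Spearman's rho = 0.50 (permutation p = 0.00029) and r = 0.48 without the 2 eyes farthest from the median of Tmem135. In the 39 eyes of the most common tag prefix r was 0.56, but in the 12 others it was 0.20, and after removing 20 expression components, chosen after seeing the data, it was -0.16 (adjusted p = 0.502). The paper's p for Plekhf2 corresponds to 41.1% of the residual variance and the threshold to 42.4%.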

The gene NADH:Ubiquinone Oxidoreductase Complex Assembly Factor 6 (Ndufaf6) lies outside of the region of high LD with r^2^ > 0.6, but belongs to an expanded LD region with 0.4 < r^2^ < 0.6. Genes Plekhf2 and Ndufaf6 have been shown to play a role in conditions related to IOP, as discussed below.

**FIGURE 4:**
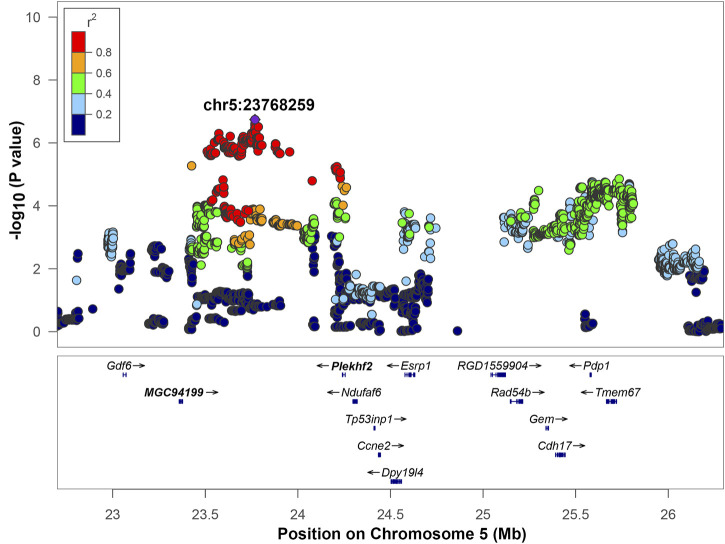
Regional association plot for QTL on chromosome 5. The *x*-axis shows the chromosomal position. The SNP with the lowest *p*-value (“top SNP”) is shown in purple, and its chromosomal position is indicated on the plot. The color of the dots indicates level of linkage disequilibrium (LD) of each SNP with the top SNP, as measured by correlation. The bottom panel indicates the genes in the region, as annotated by the NCBI Reference Sequence Database. *The *Ndufaf6* gene lies outside of the interval of high LD (r^2^ > 0.6). Genes that are bolded (*MGC94199* and *Plekhf2*) are located in the interval of high LD of the top SNP based on an r^2^ > 0.6 window.

Chromosome 16 contained a QTL with the top SNP located at position 76,528,844, -log_10_(*p*) = 9.221. The range of high LD was 76,286,915 to 77,225,982 bp based on a r^2^ > 0.6 window. This region includes one gene: CUB And Sushi Multiple Domains 1 (Csmd1) and two uncharacterized genes: LOC108348424 and LOC108348426 that are not shown on Figure 5. The regional association plot (Figure 5) includes a wider range 75.5–78 Mb. Angpt2, a known gene involved in IOP-related regulation (see discussion), is located close to the QTL, but is not in high LD with the top SNP. However, the *p*-value for the Angpt2 eQTL is at a threshold for significance (Table 3, Supplementary Figure S4), suggesting that Angpt2 expression is regulated by variants located in chromosome 16 QTL. 

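Angpt2 ranged from 3.61 to 13.4 CPM in 51 eyes. Its start lies at 75966352 on chromosome 16 of Rnor_6.0. The SD was 0.38 on the log2 scale, above that of 31% of the 200 genes nearest in level, and of 49% on the values as deposited. The paper's p and threshold for Angpt2 both correspond to 43.6% of the residual variance. Mcph1, its neighbour, ranged from 0.408 CPM in 1 eye, and 1.51 CPM in the next, to 6.85 CPM, and its p corresponds to 33.6%, against 43.8% at its threshold. The 4 deposited gene starts inside the high LD interval were at 0 in every eye.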

Csmd1 gene does not have cis-eQTL or high-impact variants, and not selected as a candidate gene.

**FIGURE 5:**
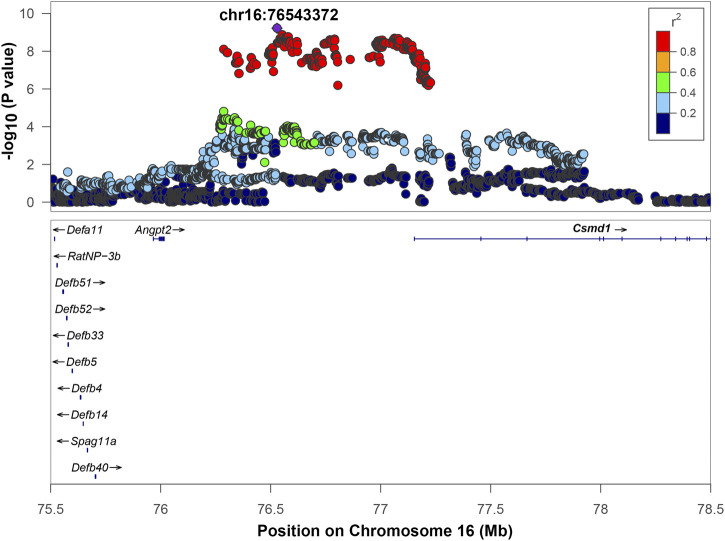
Regional association plot for QTL on chromosome 16. The *x*-axis shows the chromosomal position. The SNP with the lowest *p*-value (“top SNP”) is shown in purple, and its chromosomal position is indicated on the plot. Color of the dots indicates level of linkage disequilibrium (LD) of each SNP with the top SNP, as measured by correlation. The bottom panel indicates the genes in the region, as annotated by the NCBI Reference Sequence Database (O'Leary et al., 2016). *Angpt2 gene lies outside of the interval of high LD (r^2^ > 0.6). Gene(s) that are bolded (*Csmd1*) are located in the interval of high LD of the top SNP based on an r^2^ > 0.6 window.

## 4 Discussion

GWAS is a powerful approach that allows for the identification of genome regions that harbor variants responsible for the variation in quantitative traits, such as IOP. A strength of GWAS studies is the number of subjects analyzed. This study included 1,812 HS rats, which is without precedent for genetic studies of IOP using rodents, but still relatively small compared to human GWAS. HS rats provide greater power for GWAS on a per-subject basis when compared to human GWAS due to the larger effect sizes, the larger linkage disequilibrium blocks, the absence of rare variants, and the relatively uniform environment (Solberg Woods and Palmer, 2019). These advantages have allowed us to identify multiple loci with genome-wide significance. Our study demonstrates the use of existing large-scale rodent GWAS studies to analyze additional traits that can be collected in the same population, such as IOP, in the context of a study designed to analyze behavioral and addiction traits. We identified three genome-wide significant QTLs on chromosomes 1, 5, and 16. Genes contained in these regions include those involved in IOP regulation (Angpt2, Tyr, Ndufaf6), and genes for which involvement in IOP regulation has not been previously described in the literature (Ctsc, Plekhf2). Our data suggest that these genes represent novel findings that may be useful for future studies of the molecular mechanisms of IOP and POAG.

GWAS for IOP have not been previously performed in rodents, but several studies have examined the genetic basis of IOP in a rodent model (Savinova et al., 2001). demonstrated that IOP varied in 30 inbred strains, suggesting that IOP is a heritable trait in mice. A genetic study using 38 BXD recombinant inbred strains identified QTL on chromosome 8, and selected Cdh11 as a candidate gene (King et al., 2018). In another study, IOP was measured in a panel of 65 BXD strains, identifying a QTL on chromosome 5, with Cacna2d1 selected as a candidate gene based on systems genetic approach (Chintalapudi et al., 2017). Note that the QTL on mouse chromosome 5 identified by (Chintalapudi et al., 2017) is not synthetic with the QTL on rat chromosome 5 that was identified in our study. Research of genetic underpinning of IOP in humans include multiple GWAS studies, however, most of them have a case-control design, and are not designed to studying the genetics of the normal variation of IOP (reviewed in (Youngblood et al., 2019; Sakurada et al., 2020; Han et al., 2021)). This study is the first to use HS outbred rats in a GWAS analysis to investigate IOP.

The significant locus for IOP that is located on chromosome 1 contains four genes of interest: Tyr, Grm5, Ctsc, and Rab38. Of the positional candidates in this interval, Ctsc is the strongest candidate gene because it has a cis-eQTL in this region: indicating that variants in QTL region affects the expression of this gene in the eye. 

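Ctsc varied between eyes with each of the pigment genes Tyr and Rab38. Tyr and Rab38 themselves had Pearson's r = 0.30 (adjusted p = 0.163 over 28 pairs), with 0.42 and -0.02 in the 39 and 12 eyes of either group of tags, so their score restates the separate relations of Ctsc. Their mean score and Ctsc had Pearson's r = 0.66 (permutation p = 1e-05, the smallest possible, adjusted p = 0.00071 over 71 relations) and Spearman's rho = 0.68 (permutation p = 1e-05). Without the 2 eyes farthest from the median score r was 0.64, and in the 39 and 12 eyes of either group of tags 0.70 and 0.64. After removing 20 expression components, chosen after seeing the data, r was 0.32 (adjusted p = 0.205). The paper's p for Ctsc, that of its top SNP, corresponds to 42.5% of the variance left after covariates, and the threshold to 41.0%. The allelic fold change and allele frequency in Table S1 imply an SD of 0.04, or 1.09% of the variance between eyes before covariates. That fold change is 0.117 on the log2 scale. The slope in the same table, 0.489 (SE 0.116) in inverse normal units, is a separate estimate of the effect. The share that the slope implies was not computed, so 1.09% is not taken as the size of the effect. From the cis-eQTL, the paper concludes that Ctsc is the strongest of the positional candidates on chromosome 1.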

In the literature, Ctsc has not been associated directly with elevated IOP. Ctsc belongs to the caphesins family, which are lysosomal proteases that play a vital role in protein degradation (Yadati et al., 2020). Another cathepsin, Ctsk, has been shown to be involved in IOP modulation in humans *via* regulation of the ECM where inhibition of Ctsk led to decreased ECM breakdown causing decreased aqueous humor outflow and subsequent elevated IOP (Soundararajan et al., 2021). While we are not aware of any reports of Ctsc being associated with elevated IOP, given the functional significance of other members of the cathepsin family with IOP, this gene should be further investigated.

Tyr is a gene encoding tyrosinase which is involved in melanin production. Tyr is a positional candidate gene that is not supported by a cis-eQTL. However, Tyr has a missense variant C- > T at position 151,097,606, that causes an amino acid change Arg299His and renders protein non-functional, resulting in the albino phenotype (Kuramoto et al., 2012). Our work provides novel evidence that albinism in rats may be associated with higher IOP. This is supported by the finding that albino C57BL/6J mice homozygous for a tyrosinase mutation have higher IOPs than their pigmented counterparts (Savinova et al., 2001). A synthetic human region has been identified recently in a GWAS study focused on pigment dispersion syndrome and pigmentary glaucoma (Simcoe et al., 2022). These conditions arise from abnormal dispersion of pigment from the iris pigment epithelium, where pigment accumulates in the trabecular meshwork, resulting in obstruction of aqueous humor outflow and cell atrophy. The authors identified Grm5 and Tyr as positional candidate genes for this region, while Ctsc was outside of the QTL identified by the authors. Although we both identified Tyr as a potential candidate gene, our conclusion about Grm5 and Ctsc differ from the Simcoe study (Simcoe et al., 2022). Notably, we evaluated healthy HS rats that did not have pathologically elevated IOP, while the human study aimed to identify variants associated with pathological conditions. It is probable that we identified different genes because different genes are involved in the regulation of normal IOP and in the regulation IOP leading to the development of pathologic conditions.

The QTL on chromosome 5 contained two genes of interest: Plekhf2 and Ndufaf6. Although Ndufaf6 has a weaker LD with the top SNP (0.4 < r^2^ < 0.6), it is supported by the presence of cis-eQTL. 

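Ndufaf6 ranged from 1.67 to 5.88 CPM in 51 eyes. Its start lies at 24320786 on chromosome 5 of Rnor_6.0. The SD was 0.32 on the log2 scale, above that of 0.500% of the 200 genes nearest in level, 1% with median-of-ratios scaling and 1.5% on the values as deposited, so it was among the steadiest genes at its level. The paper's p for Ndufaf6 in Table 3 corresponds to 29.5% of the residual variance, and the threshold to 42.6%.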

NDUFAF6 in humans has been associated with IOP through its role in modulating central cornea thickness, which is a known risk factor for POAG (Iglesias et al., 2018; Choquet et al., 2020). This makes Ndufaf6 an interesting candidate for follow-up studies aimed at understanding the regulation of IOP. Plekhf2 has not been previously associated with IOP or glaucoma. However, it is expressed in lymph node tissue and is known to regulate lymphatic flow (Fagerberg et al., 2014; Shamsara and Shamsara, 2020). These findings coupled with its physiological role makes it a plausible candidate to regulate molecular and biomechanical processes involved in the regulation of IOP, because lymphatic vessels in the ciliary body are known to participate in aqueous humor drainage from the eye (Yucel and Gupta, 2015; Yücel et al., 2018). Interestingly, Angpt2 has also been shown to be involved in the regulation of lymphatic flow in the eye (Thomson et al., 2014), highlighting the role of the lymphatics in IOP modulation.

The QTL on chromosome 16 contains one candidate gene: Angpt2. Angpt2 is located outside of the high-LD interval, however it contains a cis-eQTL, and is supported by human GWAS studies of glaucoma (MacGregor et al., 2018; Gharahkhani et al., 2021). Angpt2 is a ligand involved in the angiopoietin-tunica interna endothelial cell kinase (ANGPT-TEK) pathway that has been shown to affect the integrity of Schlemm’s canal (Kim et al., 2017; Thomson et al., 2017).

Even with these significant findings, our study is not without limitations. First, the sample size of our population was relatively small, but was still adequate to identify three independent loci. We intend to continue measuring IOP in HS rats to increase the power of this study. Second, the limited sample size of eye tissue used for RNA expression analysis (n = 51) may have reduced our ability to detect eQTLs that are causally related to the 3 loci associated with IOP. In other words, the absence of a cis-eQTL for a gene may be a false negative resulting from a small sample size. 

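The thresholds in Table S1 set how large an effect could be called in 51 eyes. The paper's slopes, standard errors and p-values in that table match a t distribution with 24 degrees of freedom, which is 51 eyes less 25 covariates and 2. At the paper's median threshold of p = 0.000325, a SNP had to explain a share of 0.423 of the variance left after covariates. By the noncentral t distribution, a SNP that truly explains 20% would pass with a power of 7.86%, a SNP that explains 40% with 47.9% and a SNP that explains 60% with 95.4%. Among the 778 cis-eQTLs the median share explained was 0.522. These are top SNPs that passed a threshold, so this median tends to overstate the true share.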

The third limitation arises from the study design. Our population was part of a large behavioral study focused on genetic influences on drug abuse-relevant behaviors. As a result, a subset of the animals was briefly exposed to moderate doses of nicotine followed by a 10-day washout period before IOP measurement. Studies are largely inconclusive regarding the effect of nicotine and smoking on IOP. It has been suggested that nicotine causes transient changes in ophthalmic artery blood flow and vasoconstriction of the episcleral veins which inhibits aqueous outflow from the trabecular meshwork causing an increase in IOP (Yoshida et al., 2014; Lee et al., 2020). However, Lee et al. determined that the increase is on average less than 1 mmHg when all additional factors were adjusted (Lee et al., 2020). Furthermore, Bahna and Bjerkedal found no association between smokers, ex-smokers, and non-smokers and no relationship to smoking habits with IOP (Bahna and Bjerkedal, 1975). Consistent with these findings, we showed that there is a negligible correlation between nicotine dosage, which is proportional to total nicotine infusions administered, and IOP in this study. Thus, the likelihood of a brief nicotine exposure causing a significant elevation of IOP after the 10-day washout period is low. The fourth limitation is related to combining animals of different ages. IOP tends to increase with age in humans, and we see a similar trend in the HS rats (Figure 1C). Although our study design included additional variables, such as age and nicotine exposure, the loci that we did detect are likely to be robust to the subtle differences in drug, age, and environmental differences; this approach can be viewed as a strength if the goal is to generalize our findings across populations, including humans.

In conclusion, we performed GWAS in 1,812 HS rats and identified 3 QTLs that contain 4 candidate genes. Tyr and Angpt2 candidate genes have strong literature support for their role in human glaucoma-related conditions. Ctsc and Plekhf2 are novel findings -- these genes have not been previously known to be involved in IOP-related molecular processes. Overall, this study is a starting point for future discoveries in the complex pathogenicity of IOP regulation that could lead to new pharmaceutical developments.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://trace.ncbi.nlm.nih.gov/Traces/index.html?view=study&acc=SRP371521.

# Supplementary material for: Genome-wide association study finds multiple loci associated with intraocular pressure in HS rats
**Source:** Front Genet. 2023 Jan 30;13:1029058. doi: 10.3389/fgene.2022.1029058
**Supplement:** Supplementary file 1

## Supplemental materials.

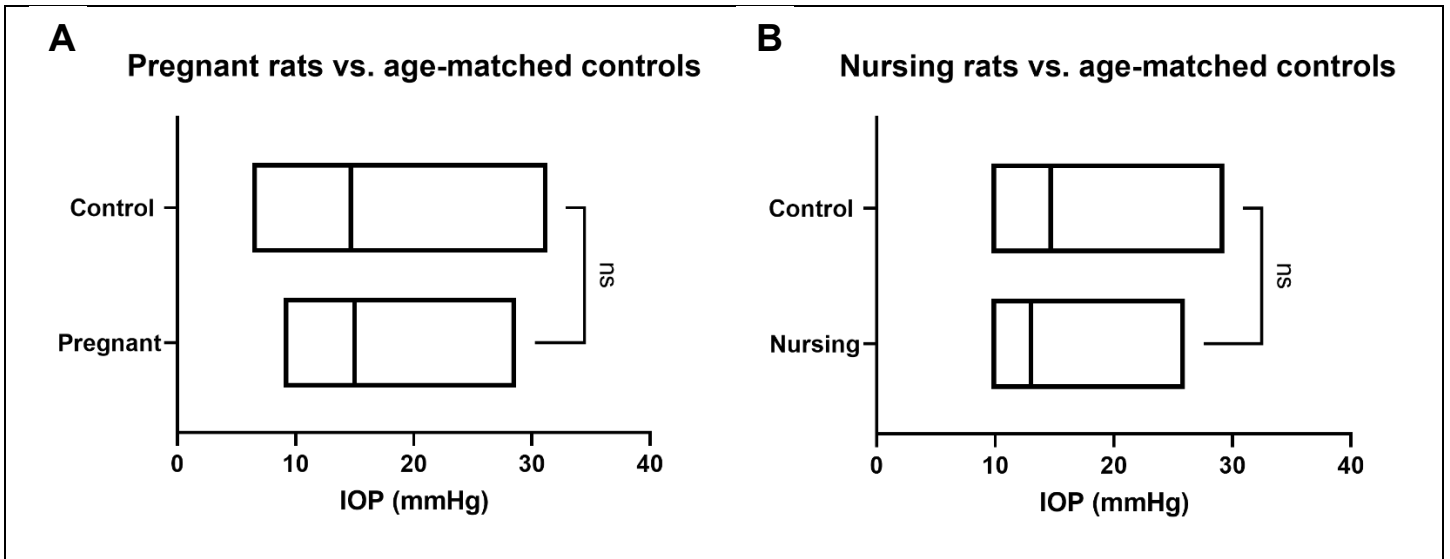

**Supplemental Figure 1.** Boxplot demonstrating IOP values from age-matched control rats vs. pregnant ( $n = 86$ ) and nursing ( $n = 26$ ) rats. **(A)** IOP of pregnant rats and age-matched controls. **(B)** IOP of nursing rats and age-matched controls. Number of control rats was equivalent to respective pregnant and nursing rats groups. Compared using Mann-Whitney test ( $p < 0.05$ ). ns = non-significant. Line shows the mean.

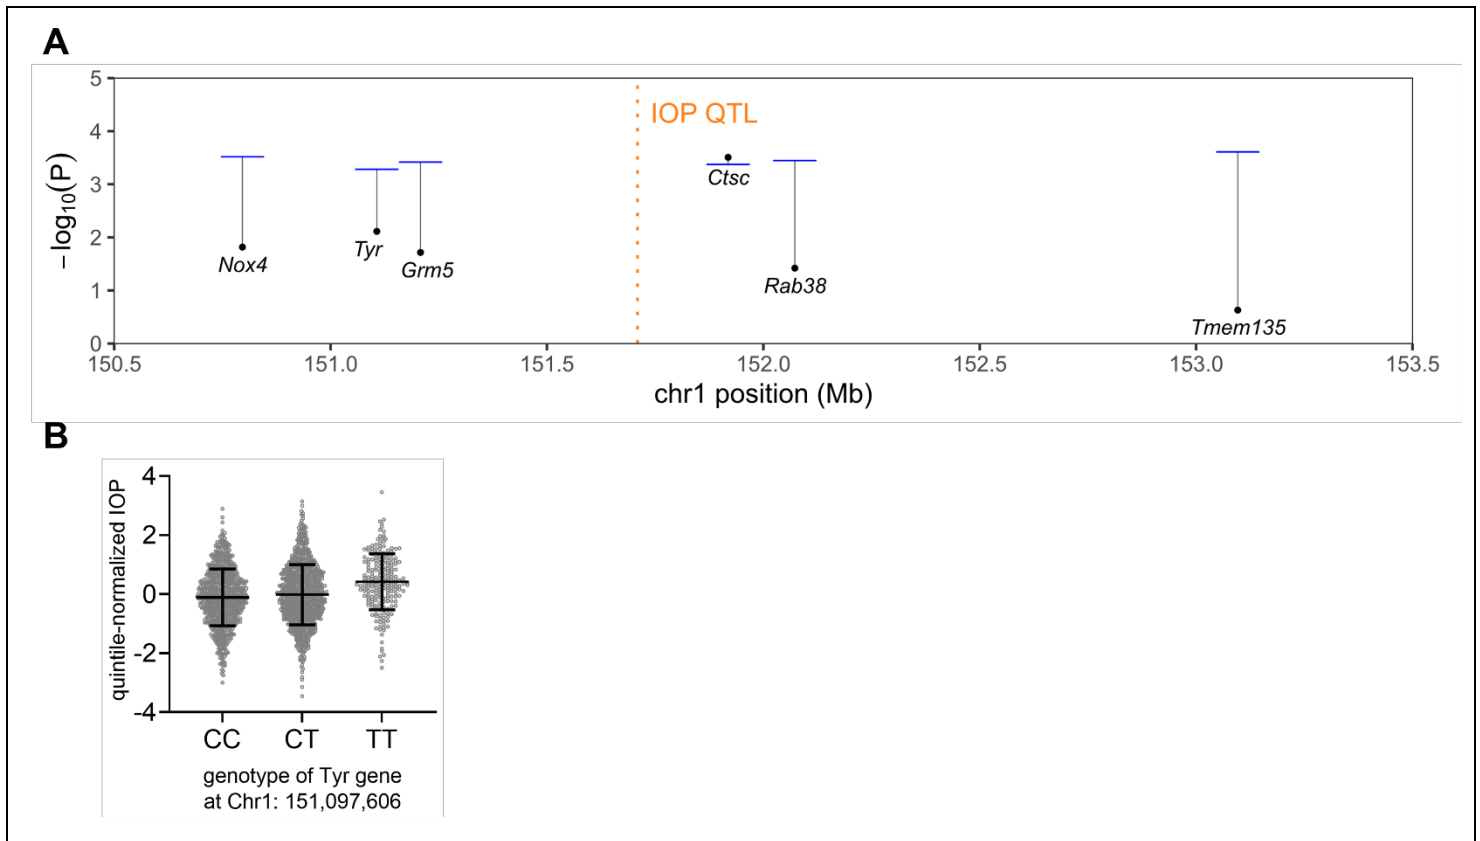

**Supplemental Figure 2.** Additional information on the QTL on Chromosome 1. **(A)** Association between gene expression and genotypes in the QTL on chromosome 1. The top-associated cis-window ( $\pm 0.5$  Mb) SNP for expression levels of each gene within this range is indicated as a point. Each gene-specific significance threshold, determined by permutations of the gene's cis-window data, is shown as a horizontal segment connected to its top-SNP point so that a point lying below its segment indicates no significant cis-eQTL was found for that gene from whole eye tissue. **(B)** The effect plot for the *Tyr* genotype at chr1:151,097,606 shows IOP in rats with three genotypes where variant TT leads to dysfunctional protein tyrosinase and albinism in rats. The IOP is not statistically significantly different for 3 genotypes (One-way ANOVA followed by Brown-Forsythe posthoc test,  $p = 0.0825$ ). IOP is shown as residuals after normalization performed as described in the “Methods” section. The number of individuals with each genotype: 726 (TT), 855 (CT), and 213 (TT).

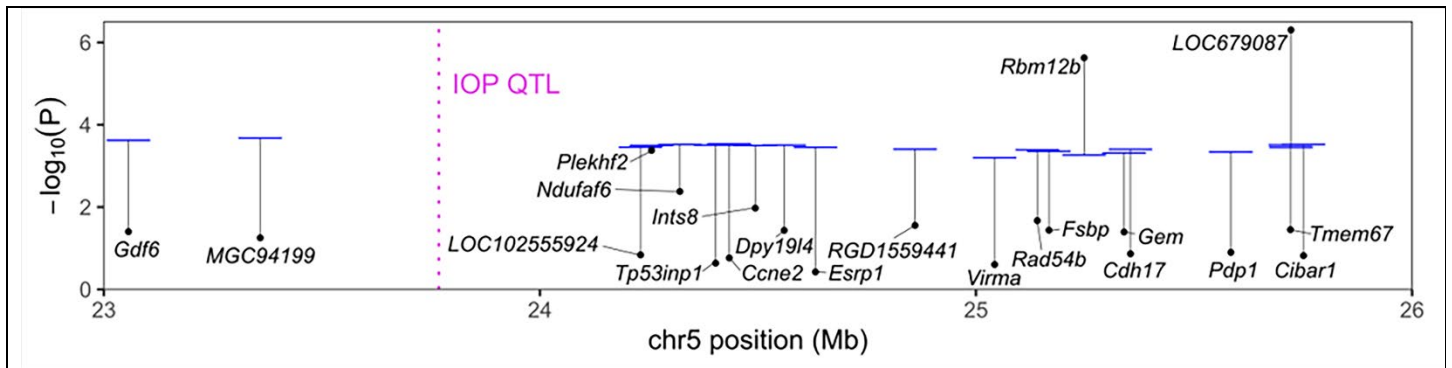

**Supplemental Figure 3.** Additional information on QTL on Chromosome 5. Association between gene expression and genotypes in the QTL on chromosome 1. The top-associated cis-window ( $\pm 0.5$  Mb) SNP for expression levels of each gene within the 23-26 Mb range is shown as a point. Each gene-specific significance threshold, determined by permutations of the cis-window data of each gene, is shown as a horizontal segment connected to its top-SNP point, so that a point lying below its segment indicates no significant cis-eQTL was found for that gene from whole eye tissue. While both *Rbm12b* and *LOC679087* were cis-eQTLs, they are located outside of the IOP QTL region and not in LD with the QTL's top SNP.  $r^2$  between the top SNP of IOP (chr5:23768259) with the top SNPs of *Rbm12b* and *LOC679087* top (chr5:25600721 and chr5:25437533) are 0.397 and 0.395, respectively. Association analysis for *Plekhf2* expression shows that nominal  $p$ -value for cis-eQTL is close to the threshold.

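Rbm12b, an RNA-binding protein gene, and LOC679087 moved in opposite directions between eyes. Rbm12b starts at 25253010 on chromosome 5 of Rnor_6.0 and ranged from 0 to 24 CPM. LOC679087 starts at 25725683 and ranged from 0.565 CPM in 1 eye, and 1.40 CPM in the next, to 24 CPM. This start lies outside the chromosome 5 high LD interval, in which the paper's results list LOC679087. Pearson's r between them was -0.42 (permutation p = 0.00252) and Spearman's rho -0.54 (permutation p = 5e-05). After removing 20 expression components r was -0.79 and rho -0.78 (permutation p = 1e-05 each, the smallest possible). Without the 2 eyes farthest from the median of LOC679087 r was then -0.73, and it was -0.79 and -0.80 in the 39 and 12 eyes of either group of tags. The paper's log2 allelic fold changes in Table S1 are -1.88 for Rbm12b and 1.97 for LOC679087, at the same allele frequency. This pair is 1 of 99 neighbouring pairs, of which 88 had an adjusted permutation p under 0.05 after removing components, and 74 by a t test on the 29 degrees of freedom left; all of their genes were called as cis-eQTLs on these eyes. Apart from the pair with identical values, its r is the farthest from 0 of the 99. Whether RSEM divides reads between Rbm12b and LOC679087, which could itself give a negative r, was not tested.

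**Figure D2:**
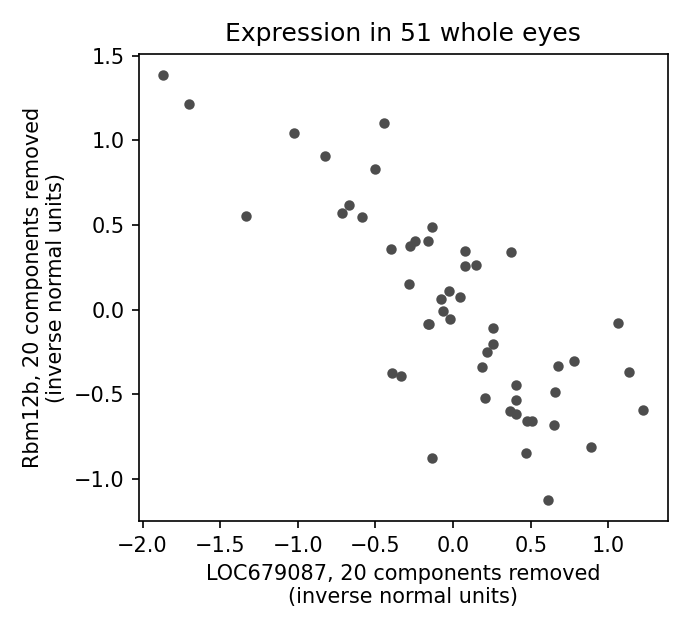
Expression of Rbm12b (y-axis) against LOC679087 (x-axis), in inverse normal units after removing 20 expression components. Each point is an eye, and the points fall from upper left to lower right, with r of -0.79 over 51 eyes.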

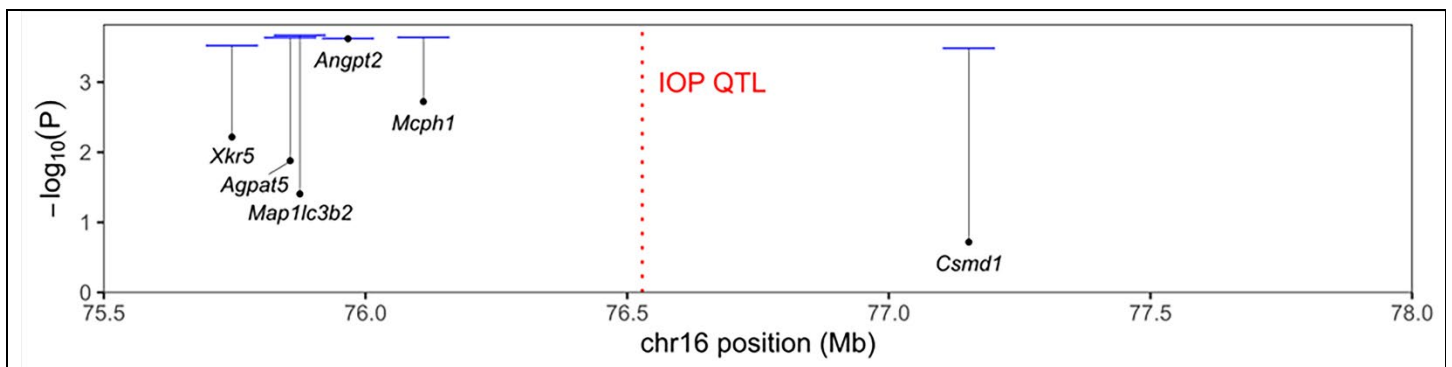

**Supplemental Figure 4.** Association between gene expression and genotypes in the QTL on chromosome 16. The top-associated cis-window ( $\pm 0.5$  Mb) SNP for expression levels of each gene within the QTL range is shown as a point. Each gene-specific significance threshold, determined by permutations of the gene's cis-window data, is shown as a horizontal segment connected to its top-SNP point, so that a point lying below its segment indicates no significant cis-eQTL was found for that gene from whole eye tissue. The  $p$ -value for the *Angpt2* eQTL is at a threshold for significance.

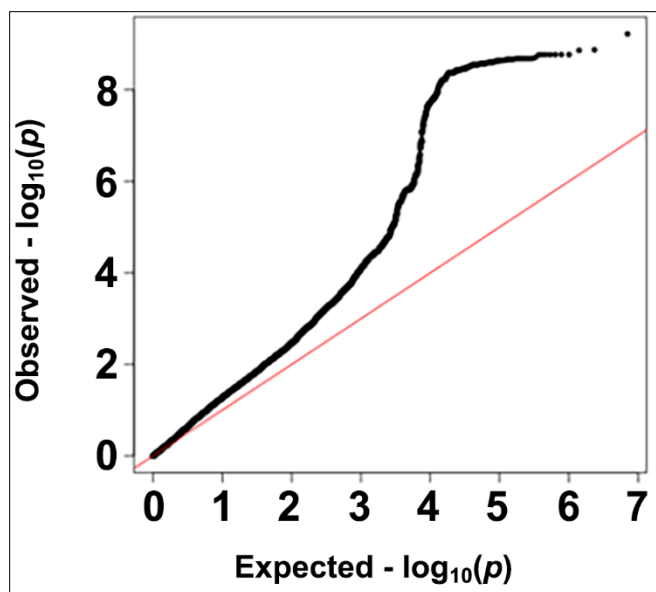

**Supplemental Figure 5.** The QQ plot for IOP GWAS.

How the deposited data were processed for this re-analysis (not part of the article)

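RNA from whole eyes of 53 HS rats was sequenced by the authors, and 51 eyes, each from a different rat, are analysed here. Some of the rats had taken nicotine in another study, and which ones is not given in the sources used here. The values that the authors deposited are log2 of the RSEM expected count plus 1, from paired-end reads aligned to Rnor_6.0 with STAR, after samples were matched to DNA genotypes with GATK ASEReadCounter. Tool versions and the gene annotation are not given in the sources used here. The scale was read from the values: with the log2 undone, 89.8% of values between 0.5 and 50 lay within 0.01 of a whole number, and the sums differed between eyes, from 9109084 to 42146827. The paper names inverse normal transformed TPM values as its eQTL input, which is another unit. The 2 eyes that the authors removed are not analysed here.

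Counts were scaled to a total of 1000000 per eye (CPM) and taken as log2 of CPM plus 1. Genes were named only by start position, from Table S1 or, within 500 bp, from Table 3. Of 234 genes in lists fixed before the data were examined, 15 could be named, so tests of the lists among cis-eQTL genes and of their variability were not run, and list scores rest on the members that could be named. The relations of 1 list score are not reported here. The rule for named genes, written when the values of Table 3 and Table S1 had been seen, takes the genes of Table 3 and the supplementary figures, the 10 cis-eQTL genes with the smallest p, the 10 with the largest fold change below the cap, highly expressed listed genes, the 10 most variable genes, the 10 smallest p of each comparison, and the 3 neighbouring pairs with the largest r. Alternatives in scaling, pseudocount, filters, components and distances were set at the same time, except those said to be chosen later.

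Principal components were computed from inverse normal values of the genes above 0 in any eye. Neighbouring pairs are cis-eQTL genes with top SNPs within 0.5 Mb and allele frequencies within 0.02 of each other and over 0.1 from an even split of alleles. Correlations across eyes have two-sided permutation p-values from 100000 permutations, adjusted by Benjamini-Hochberg. After components were removed the permutations treat the eyes as 51 free values, so those p-values are smaller than they should be, and a t test of r on the 29 degrees of freedom left, chosen after seeing the data, is given beside them. The share of residual variance behind a p was computed on 24 degrees of freedom. Each p is that of a gene's top SNP, chosen among those of its window, so the share tends to overstate the true effect. A share below the threshold can arise with no effect. Relabelled and kept eyes, and eyes of different tag prefix, were compared with limma 3.58.1 in R 4.3.3, with a trend in the prior variance, over genes with a median of at least 1 CPM. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The methods were tested on simulated data. With a simulated allele effect the sign matched in 97.1% of 69 neighbouring pairs, and without it in 49.3%. Whether real neighbours with like allele frequencies carry the same alleles together was not tested, since genotypes were not used. For the comparison of tag prefixes over 13844 genes, 94% of 100 genes changed by 1.5-fold were recovered, and 13 unchanged genes were called. Whether simulated counts vary together between genes as the real ones do was not tested, so this recovery may not hold in the real eyes.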

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

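The groups of genes and eyes below were noticed in the data, and the tests of explanations were set before their results were seen, except that 1 gene of the first group, near the start of MGC94199, had been seen with non-whole counts. Among autosomal genes, 11 were under 1 expected count in at least 10 eyes and at 40 or more in at least 10, with at most 2 eyes between. The paper discusses none of them for this, and the high values lie far above the limit that a count of 0 allows. Of the 11, 10 had mostly non-whole counts (90.9%, 95% exact interval 58.7% to 99.8%), against 9.43% of 1824 genes of like level, and 9 of 10 without the gene seen before. This is consistent with reads shared with near-identical sequence and divided by RSEM. An inherited cis difference stays open, with few genes to test it: 1 of the 11, Galnt12, whose counts are whole, is in Table S1, against 71 of the 1824 (Fisher's exact test, two-sided, p = 0.357).

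In 3 of the 51 eyes, the most abundant gene of chromosome 20, which starts at 10438444 and takes a median 3.89% of an eye's counts, stood at 3.22 to 5.51 on the log2 scale, against 13.61 to 15.97 in the other 48 eyes. These 3 eyes are also the lowest 3 in 5 others of the 10 most variable genes, 3 of them side by side on chromosome 9 and the others starting at 65161152 on chromosome 10 and at 49578633 on chromosome 12. In the chromosome 10 gene they stood at most at 3.37 on the log2 scale, against 11.80 or more in the other eyes, and in the chromosome 12 gene at most at 3.28, against 11.87 or more. In the chromosome 9 genes the gap was narrower: they reached 2.76, 2.05 and 2.67, and the lowest of the other eyes stood at 3.63, 3.75 and 6.09. These genes could not be named here, and the cause was not tested. Each eye is scaled to the same total, so low values of such abundant genes can raise the CPM of other genes in these 3 eyes. The limma comparisons were rerun without these eyes, but levels and correlations were not.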

How the results depend on the processing

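Of 46 alternative values of the main results, 36 kept their direction and their side of the threshold or stayed within the spread, 10 moved and 0 reversed. Of 100 alternative values of single genes and pairs, 69 stayed so and 31 did not: on the values as deposited, for example, the SD percentile of Angpt2 was 49 against 31, and with 5 components the share of Ctsc was 20.9% against 78.9%. By permutation, of the 7 called correlations reported here, only that of Ndufaf6 with Angpt2 stayed called after removing 20 components (r = 0.43, adjusted p = 0.0221). The others ended, and that of Tmem135 with Plekhf2 also changed sign, from 0.57 to -0.16 (adjusted p = 0.502). The removal brought 5 other calls, among them Ctsc with Plekhf2, reversed from 0.08 to -0.42. But on the 29 degrees of freedom left, 0 of 28 pairs and 0 of 71 relations with lists passed. This removal, the alternatives that leave out 3 eyes, and the background of genes above 0 in any eye, were chosen after seeing the data. On the values as deposited, the median level of Table 3 genes was 7.29 against 3.40, since these are not scaled to CPM. There, 40 relations of Table 3 genes with gene lists passed, all positive, against 6 in the main setting and 6 with median-of-ratios scaling. The values as deposited keep the differences in depth between eyes, so these 40 are not read as relations between genes. The cause of the rise from 6 was not tested. With 5 components, the share of variance of the median gene was 37.1% against 70.8%, since fewer components hold less. The number of cis-eQTL genes with implied above observed SD was 120, but 19 with a pseudocount of 0.1 and 2 on the values as deposited, where the cause was not tested, and 44 over genes with a median of at least 1 CPM, since fewer genes enter. Between tag prefixes limma called 35 genes (4 higher and 31 lower in the 12 eyes), but 11 with no filter on low values (5 and 6), 1 on the values as deposited (0 and 1), 6 with median-of-ratios scaling (3 and 3) and 13 without the 3 eyes low in the chromosome 20 gene (7 and 6); the cause was not tested. Tests of gene lists, and partial correlations given muscle and lens scores, were not run, since too few members could be named. No paired analysis was possible because the labels carry no replicate numbers shared between groups. Depth limits genes under 1 CPM, where a count of 0 allows up to 0.329 CPM in the shallowest eye.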

Differences from the paper's values

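The mean sum of expected counts was 17290265 per eye, which is 17.3 in units of 1000000, and the paper's mean is 29.6 read pairs in that unit (SD 10.1). These are different quantities, fragments assigned to genes in 51 eyes and read pairs sequenced in 53. Over genes with a mean value of at least 1, the alternative set before the data were examined, the mean is 17.3 too and the difference stays.

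The paper's discussion states that Ndufaf6 has a cis-eQTL. In the paper's Table 3 it is not in bold, the mark of a cis-eQTL, its -log10 p less its threshold is -1.14, and it is not among the 778 genes of Table S1. The paper's discussion states the same of Angpt2, which is in bold in Table 3 with a p equal to its threshold to the digits given, and it is not among those 778 genes. For Ctsc, Table 3 and Table S1 both hold a cis-eQTL. The SNP that Table 3 gives for Csmd1 lies 1.37 Mb from the start it gives for that gene, and the paper's stated window is 0.5 Mb, with larger windows for genes of interest. A deposited gene that could not be named starts at 78539489 on chromosome 16, 14.4 kb from that SNP, and whether it is Csmd1 is not known.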

Other observations

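The mitochondrial and Y chromosome values below were looked at without a plan, the removal of components and the splits under other settings were chosen after seeing the data, and the other tests were planned. A connective tissue gene moved with Ctsc as well as with Tyr. Ctsc rose with Lum (Pearson's r = 0.49, permutation p = 0.00031, adjusted p = 0.0055 over 71 relations; Spearman's rho = 0.49, permutation p = 0.00031), with r = 0.43 without the 2 eyes farthest from the median of Lum, and 0.52 and 0.55 in the 39 and 12 eyes of either group of tags. After removing 20 expression components r was 0.37 (adjusted p = 0.0944). The removal also brought calls of Tmem135 with 2 hemoglobin genes (r = -0.43, against -0.23 before) and of Plekhf2 with the score of Tyr and Rab38 (r = -0.45, against -0.13), each with an adjusted p of 0.0302 by permutation but 0.294 on the 29 degrees of freedom left.

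The 12 eyes of less common tag prefixes differed from the other 39 in 35 genes at an adjusted p under 0.05 in limma, and 2298 had an unadjusted p under 0.05. Of 100 splits of the same sizes, 1, the real one, called as many and the highest other called 4. This argues against chance for this count in this setting, but does not exclude it. The smallest share that 100 splits can give is 1 of 100. With median-of-ratios scaling 6 genes were called and 1 of 100 splits, the real one, called as many (highest other 4), and with no filter on low values 11 and 1 (highest other 3). On the values as deposited 1 gene was called and 4 of 100 splits called as many (highest other 1278), and without the 3 eyes low in the chromosome 20 gene 13 and 3 (highest other 208). Why the highest of the other splits called many times the real count in these settings was not tested. What the prefix stands for is not given in the sources used here, and no biological explanation was tested. For relabelled against kept eyes limma called 0 genes (795 at an unadjusted p under 0.05), so 100 of 100 splits called as many by construction, and this says nothing about chance. Another split called 2111, and the cause was not tested.

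Counts of the 48 Y chromosome genes summed to at most 3.75 CPM in 28 eyes and to at least 64.7 CPM in 23, with no eye between. Mitochondrial genes took 0.418% to 8.91% of an eye's counts, with a median of 3.15%. In the paper's Table S1, 34 of 778 genes have a slope and an allelic fold change of opposite sign.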
